# Hybrid Assembly of the Genome of the Entomopathogenic Nematode *Steinernema carpocapsae* Identifies the X-Chromosome

**DOI:** 10.1534/g3.119.400180

**Published:** 2019-05-21

**Authors:** Lorrayne Serra, Marissa Macchietto, Aide Macias-Muñoz, Cassandra Joan McGill, Isaryhia Maya Rodriguez, Bryan Rodriguez, Rabi Murad, Ali Mortazavi

**Keywords:** Steinernema, Steinernema genome, *S. carpocapsae*, Genetics of Sex

## Abstract

Entomopathogenic nematodes from the genus *Steinernema* are lethal insect parasites that quickly kill their insect hosts with the help of their symbiotic bacteria. *Steinernema carpocapsae* is one of the most studied entomopathogens due to its broad lethality to diverse insect species and its effective commercial use as a biological control agent for insect pests, as well as a genetic model for studying parasitism, pathogenesis, and symbiosis. In this study, we used long-reads from the Pacific Biosciences platform and BioNano Genomics Irys system to assemble the most complete genome of the *S. carpocapsae* ALL strain to date, comprising 84.5 Mb in 16 scaffolds, with an N50 of 7.36 Mb. The largest scaffold, with 20.9 Mb, was identified as chromosome X based on sex-specific genome sequencing. The high level of contiguity allowed us to characterize gene density, repeat content, and GC content. RNA-seq data from 17 developmental stages, spanning from embryo to adult, were used to predict 30,957 gene models. Using this improved genome, we performed a macrosyntenic analysis to *Caenorhabditis elegans* and *Pristionchus pacificus* and found *S. carpocapsae’s* chromosome X to be primarily orthologous to *C. elegans*’ and *P. pacificus*’ chromosome II and IV. We also investigated the expansion of protein families and gene expression differences between adult male and female stage nematodes. This new genome and more accurate set of annotations provide a foundation for additional comparative genomic and gene expression studies within the *Steinernema* clade and across the Nematoda phylum.

Nematodes are round, non-segmented worms with a simple body plan that populate all known biological niches. *Caenorhabditis elegans* is by far the best-characterized nematode species and was the first metazoan to have its genome assembled (C. elegans Sequencing Consortium 1998). Studies in *C. elegans* have been crucial for the study of a multitude of biological processes such as development, cell specification, cell differentiation, apoptosis and genome evolution (Deppe *et al.*, 1978; Kaletta and Hengartner 2006; Rothman *et al.*, 2014; Segref *et al.* 2010). Other free-living, androdiecious nematode genomes such as *Pristionchus pacificus* and *Panagrellus redivivus* have provided tools for genomic comparisons in developmental processes and phenotypic plasticity (Rödelsperger *et al.*, 2017; Srinivasan *et al.*, 2013).

However, free-living nematodes represent only a subset of the entire nematode phylum as they exclude parasitic nematodes, which are of most agricultural and biomedical interest. Parasitic nematodes have a diverse group of hosts including insects, plants, and humans. *Steinernema carpocapsae* is an entomopathogenic nematode (EPN) that is a lethal insect parasite but is not harmful to humans or plants. *S. carpocapsae* is of great interest because of its wide host range with approximately 200 possible insect hosts and the possible orthology of its toxins to mammalian-parasitic nematodes (Shapiro-Ilan *et al.*, 2017; Yang *et al.*, 2015). In many countries, *S. carpocapsae* are commercialized for use as insect pest control (Dillman *et al.*, 2012; Dito *et al.*, 2016). *Steinernema* has a symbiotic relationship with pathogenic *Xenorhabdus* bacteria where they collectively infect and kill a host within a few days, reproduce separately within the host, and reassociate when forming infective juveniles that will seek out the next host (Hirao *et al.*, 1999). *Steinernema* and its bacterial symbiont have been extensively studied as genetic models to explore symbiosis and pathogenesis (Martens and Goodrich-Blair 2005; Sicard *et al.*, 2003). EPNs are also an excellent satellite organism to study mammalian parasitism as they are closely related to the *Strongyloididae* nematodes (Blaxter *et al.*, 1998). In particular, *Steinernema’s* mechanism of host seeking by olfactory and other sensory cues likely offers a great model for mammalian-parasitic nematodes (Gang & Hallem 2016).

Previously published draft genomes done using Illumina sequencing for five *Steinernema* species opened the door to study evolutionary traits among these parasitic nematodes and compare them to free-living nematodes. These genomes helped elucidate gene families involved in parasitism that were expanded in *Steinernema*, such as proteases and protease inhibitors, while a comparative analysis to *C. elegans* revealed orthologous non-coding regulatory motifs (Dillman *et al.*, 2015). *S. carpocapsae* and *S. feltiae* were further used to study the extent of expression conservation in orthologous genes across nematode families that were associated with embryonic development (Macchietto *et al.*, 2017). This study found a funnel-shaped model of embryonic development based on high conservation of orthologous genes between *Caenorhabditis* and *Steinernema* (Macchietto *et al.*, 2017). The draft genomes also allowed for further studies in neuropeptide sensory perception in *S. carpocapsae*, and the study of lethal venom proteins in both *S. carpocapsae* and *S. feltiae* (Chang *et al.*, 2019, Lu *et al.*, 2017; Morris *et al.*, 2017).

The draft genome assembly of *S. carpocapsae* ALL strain had 1,578 contigs with an estimated genome size of 85.6 Mb, N50 of 300 kb and more than 28,000 predicted genes (Dillman *et al.*, 2015). Another study, also using short-reads assembled *S. carpocapsae* Breton strain into 347 scaffolds with an N50 of 1.24 Mb (Rougon-Cardoso *et al.*, 2016). The draft genome status, although helpful, can hinder further studies of protein families’ expansions involved in parasitism. The high fragmentation also deters the analysis of conserved gene sequences, which could play a significantly larger role in the evolution of this phylum. Therefore, a more contiguous assembly of the *S. carpocapsae* genome will contribute to further understanding the mechanisms of *Steinernema* genome evolution. In this study, we reassembled the genome with long-read sequencing from Pacific BioSciences (PacBio) in conjunction with optical mapping using the BioNano Irys system, which produces high throughput physical maps (Lam *et al.*, 2012; Rhoads and Au 2015). The newly assembled genome consists of 16 scaffolds with nearly 31 thousand predicted genes and we identified the largest scaffold as chromosome X. We observed clusters of expansion of proteases families and found gene expression differences in catalytic activity between adult male and female stage nematodes.

## Materials and Methods

### Axenic S. carpocapsae culture

*S. carpocapsae* infective Juveniles (IJs) were cultured on *Xenorhabdus nematophila* colonization defective mutant (HGB315) bacteria to produce axenic IJs. The IJs were first cultured *in vivo* in *Galleria mellonella* (waxworms) and surface sterilized (Gaugler and Kaya 1990). *X. nematophila* bacteria (HGB315) were cultured in tryptic soy broth (cat. No. A00169, BD Scientific) and shaken at 220rpm in a 26° incubator overnight. Cultures were plated on lipid agar (LA) plates (8 g/L of nutrient broth, 5 g/L of yeast extract, 2 g/L of MgCl2, 7 ml/L of corn syrup, 4 ml/L of corn oil, and 15 g/L of Bacto Agar), using 600μL of culture per plate. Approximately 300,000 IJs were plated across 20 lipid agar plates (∼15,000 IJs/plate) seeded with lawns of *Xenorhabdus nematophila*. Axenic IJs were collected from LA plates after 2-3 weeks by placing the LA plates in larger petri plates filled with DI water. The IJs were collected from the DI and surface sterilized (Gaugler and Kaya 1990). IJs were stored in Ringer’s solution in tissue culture flasks at a density < 15 IJs/μL until enough IJs (∼2 million) were collected for the DNA isolation.

### PacBio DNA isolation

*Sucrose float to remove dead IJs and bacterial contamination*. Axenic IJs stored in the tissue culture flasks were transferred to conical tubes, spun down, and washed 3x with DI water. IJs were re-surface sterilized by adding 7.5 mL of distilled (DI) water to the worm pellet and 7.5 mL of egg solution (3 mL DI water, 4.5 mL 1 M NaOH, 2.5 mL of fresh Clorox bleach) and incubating for 5 min. The egg solution was immediately removed, and the IJs were rinsed 3 times by centrifuging at 2000 rpm for 1-2 min and then suspended in 7 mL of molecular grade water. 7 ml of cold 60% sucrose was added, and the sample was mixed and spun at 50x g (630 rpm/660 rpm) for 1 min at 4°, and then immediately at 1150x g (3000 rpm /3180 rpm) for 3 min at 4°. The live IJs were collected from the top layer and transferred to a sterile conical tube and washed 3x (centrifuging at 1650g (3600 rpm / 3810rpm) for 5 min) with molecular grade water.

*Grinding of the IJs with a mortar and pestle in liquid nitrogen to break nematode cuticles*. A mortar, pestle, and four ultracentrifuge tubes were wrapped in aluminum foil and autoclaved for at least 20 min at 121°. The cleaned IJs were added to the autoclaved mortar and liquid nitrogen was poured into the mortar and ground with the pestle until the liquid nitrogen evaporated. IJs were ground for 10 min adding liquid nitrogen as needed. The ground powder was transferred into a 50mL conical tube on ice.

*IJ cell/tissue lysis and protein and RNA digestion*. In a 15 mL conical, 9.5 mL Qiagen Buffer G2 from the Genomic DNA Buffer Set (Cat. No. 19060, Qiagen), 19 μL RNase A (100mg/mL; Cat. No. EN05231, Thermo Fisher) and 375 μL of proteinase K (> 800mili-absorbance units (mAu), Cat. No. P4850-5ML, Sigma-Aldrich) were mixed, added to the ground IJ sample, and incubated at 50° in a water bath for 3-4 hr until the lysate was clear. After incubated the sample was spun down at 5,000x g for 10 min at 4° to separate out any particulate matter that can clog the genomic tip column. The supernatant was transferred to a clean 15 mL conical tube.

*Genomic DNA measurements*. The total amount of genomic DNA was measured with the Qubit fluorometer to determine which genomic tip size to use. We used the 100G genomic-tip because we had between 80-100 μg of gDNA.

*Genomic-tip protocol*. A 100G Qiagen Genomic-tip (100/G) was equilibrated with 4 mL of Buffer QBT. Separately, the DNA sample was diluted with an equal volume of buffer QBT and vortexed for 10s at maximum speed and immediately applied to the equilibrated genomic-tip. The following steps of the genomic-tip were followed according to the manufacturer’s instructions, except that the ethanol and isopropanol precipitation centrifugation steps were performed at 10,000x g for 45 min each. The DNA was eluted in EB buffer overnight at 55°. The DNA was sheared using 10 pumps of a blunt 24-gauge needle followed by 10 pumps using a blunt 21-gauge needle. The gDNA concentration, absorbance ratios, and fragment size range were determined before SMRT-bell library preparation.

### S. carpocapsae genome assembly

The *S. carpocapsae* genome was assembled with Illumina reads and PacBio reads. Then, further improved in contiguity with BioNano genomics Iris system. Previously published Illumina libraries were assembled into high quality contigs using the Platanus (version 1.2.4) command *platanus assemble* with a k-mer size of 51 (-k 51) and a minimum k-mer coverage cut-off of 5 (-c 5) (Dillman *et al.*, 2015; Kajitani *et al.*, 2014). Then, we sequenced six SMRT cells on the PacBio RS II and obtained a total of 500,026 reads (616,611 sub reads) with a N50 read length of 18,308 bp and a mean subread length of 13,036 bp. This translated to 76.8X PacBio read coverage of the 85 Mb genome. All PacBio reads (76.8X genome coverage) were used with the PBcR pipeline into a self-assembly (PB assembly) (Chakraborty *et al.*, 2015; Koren *et al.*, 2012). Then, a hybrid assembly was assembled using the longest error-corrected PacBio reads that provided 25X coverage of the genome, which was output from the PBcR pipeline, with the Illumina assembly. The hybrid assembly was generated using the following DBG2OLC parameters: k 17, KmerCovTh 10, MinOverlap 100, AdaptiveTh 0.02, PathCovTh 3, RemoveChimera 1. The hybrid assembly and self-assembly was corrected for errors and chimeras using the Illumina and PacBio reads with quiver from the smrtanalysis package from PacBio (version 2.3.0p5) and subsequently Pilon (version 1.16) (Walker *et al.* 2014). Lastly, the PB-assembly and hybrid assembly were merged with quickmerge and MUMmer (version 3.23) using the default settings to generate a *merged assembly* (Chakraborty *et al.* 2015; Kurtz *et al.* 2004).

*BioNano:* DNA was extracted from *S. carpocapsae* Infective Juveniles (IJs) using the Animal Tissue DNA Isolation kit (Bionano Genomics). Bionano Irys optical data were generated and assembled with IrysSolve 2.1. We then merged the Bionano assembly with the merged assembly using IrysSolve, retaining Bionano assembly features when the two assemblies disagreed (Figure S1A).

The new *S. carpocapsae* genome assembly also went through Haplomerger to create an assembly with minimum possible number of haplotypes. First, the assembly was softmasked with Windowmasker (version 2.2.22) (Morgulis *et al.*, 2006). Next, the softmasked genome was cleaned using the faDnaPolishing.pl script provided by HaploMerger2 (Huang *et al.*, 2012). Then, the longest 5% of the genome was used as a target and the remaining 95% was used as a query for alignment with Lastz, which created a score matrix. The alignment threshold was kept at 95% to best identify heterozygosity. Lastly, the *S. carpocapsae* ALL strain was compared to the Breton strain through genomeevolution.org using synmap function with default settings (Lyons & Freeling 2008).

### de novo developmental transcriptome assembly with Oases

Smartseq2 RNA-seq datasets spanning 16 developmental stages (zygote, 2-cell, 4-cell, 8-cell, 24-44-cell, 64-78-cell, comma, 1.fivefold, twofold, moving, L1, nonactivated IJ, 9-15h activated IJ, L4, male, and female) in replicates of 2-4 were assembled into stage-specific transcriptomes using Oases 0.2.8 and Velvet 1.2.10. Stage-specific transcriptomes were assembled using different kmer sizes from 22-35 in steps of 2, and then merged into a final assembly. The merged final transcriptome assemblies were compiled into a single fasta file to use for gene model prediction.

### Genome annotation training and prediction with Augustus

539 *S. carpocapsae* genes sequences that matched 458 *C. elegans* CEGMA genes (OrthoMCL) were used together with *de novo* assembled stage-specific transcriptomes to automatically train Augustus gene model exon and intron prediction (Stanke *et al.* 2008). *C. elegans* UTR models provided by Augustus were used for predicting the *S. carpocapsae* UTRs. A compiled set of *de novo* assembled stage-specific transcriptomes (from above) was mapped onto the merged genome using Blat version 36 with the following settings: -maxIntron = 70000 –minScore = 100 -minIdentity = 94. The best alignments were taken using the command pslReps with the setting: -singleHit, and were then sorted and converted into hints file for Augustus using blat2hints.pl from Augustus (version 3.2.1).

### Assessing genome assembly completeness with Benchmarking Universal Single-Copy Orthologs (BUSCO)

Genome completeness was checked with BUSCO v3 software with default settings for genome and using near-universal single-copy orthologs selected from OrthoDB v9 nematoda_odb9 (Simão *et al.*, 2015). Nematode_odb9 has 982 groups for which 854 groups were found in the *S. carpocapsae* assembly, which is an 87% completeness (Figure S1B).

### S. carpocapsae female and male DNA collection

IJs were cultured with *X. nematophila* for approximately 54 hr to collect 100 males and 62 hr to collect 50 females. Female and male DNA were extracted with DNeasy blood and Tissue kit (Qiagen Cat No. 69504). The DNA of females and males were processed following the steps F through J from protocol of Serra *et al.* (2018). Briefly, DNA was tagmented using the Nextera DNA library prep kit (Illumina, FC-121-1030). Then, tagmented DNA was amplified using Phusion High Fidelity PCR master mix with the amplification program set to 1) 72° 5 min. 2) 98° 30 sec. 3) 98° 10 sec, 63° 30 sec., 72° 1 min. (repeat 10x). 4) 4° Hold. PCR samples were cleaned with Ampure XP beads with a 1:1 ratio, concentrations measured with Qubit fluorometer and bioAnalyzed with Agilent 2100 Bioanalyzer. Libraries were prepared and sequenced as paired-end, 43 base pair reads on the Illumina Nextseq 500.

### Genome analysis

To calculate coverage of genome for male and female, first, *S. carpocapsae* genome was indexed with bowtie (version 1.0.0) and DNA reads were mapped to the genome with the following options: -X 1500 -a -v 2–best–strata –S (Langmead *et al.* 2009). Bam files were used to calculate coverage using DeepTools2 (version 3.1.1) with default settings for 100 kb (Ramírez *et al.* 2016). Next, gene density was calculated and graphed with GenomicFeatures (version 3.8) and KaryoploteR (version 3.8) packages for R/ Bioconductor (Gel and Serra 2017; Lawrence *et al.*, 2013). GC content was calculated with perl script GC-content-in-sliding-window using default settings for 100-kb windows (Richard 2018). Number of repeats were calculated with RepeatModeler (version 1.0.8) and RepeatMasker (version 4.0.7) using default settings (Smit, Hubley, & Green, n.d.).

### Orthology analysis

Orthologs were determined across *S. carpocapsae* and *C. elegans*, and *S. carpocapsae* and *P. pacificus* by blasting the longest protein sequence for each gene using OrthoMCL (version 1.4) with the default settings (Li *et al.* 2003). Protein sequences were downloaded from WormBase Parasite for *C. elegans* (version PRJNA13758) and *P. pacificus* (version PRJNA12644).

### Protease identification, location, and phylogeny

Protein sequences for the new *S. carpocapsae* genome were aligned to the MEROPS (Rawlings *et al.* 2018) database using command-line BLAST (Camacho *et al.* 2009) . An additional analysis was done by Neil Rawlings using a custom pipeline to search our genome against the MEROPS collection (Rawlings *et al.* 2018). Matches with e-value greater than 1xe-10 were kept. Locations for serine and metalloprotease genes were obtained from GTF files. Plots for gene locations and clusters were done using ggplot2. Sequences for orthologs in *C. elegans* were obtained as mentioned above to generate phylogenetic trees for serine and metalloproteases. Genes were aligned in MEGA7 using MUSCLE and a maximum likelihood tree was done using bootstrap support of 100 replicates.

### RNA-sequencing of S. carpocapsae time-course, male, and female

To collect RNA for the time-course, *S. carpocapsae* IJs (∼10,000) were cultured with *X. nematophila* in a lipid plate for each allotted time: 3, 6, 9, 12, 15, 24, 36, 48 hr, female and male. The nematodes were washed from the plate into a 1.5mL eppendorf tube and subsequently washed 2 times with Ringer’s and 3 times with HyPure water. Then, *S. carpocapsae* single nematode transcriptome sequencing was performed according to Serra *et al.* (2018). Briefly, a single nematode was picked, transferred to a PCR tube and cut with a 25-gauge needle. Then, 2 µl of lysis buffer (for recipe see Serra *et al.*, 2018) which has RNase inhibitor and proteinase K was added to the tube and incubated at 65° for 10min, 85° for 1min. Immediately after, 1 µl oligo-dT VN primer and 1 µl dNTP was added to the tube and incubated at 72° for 3min. After the incubation period samples were reverse transcribed and PCR amplified according to Serra *et al.* After PCR, samples were cleaned with Ampure XP beads, concentrations measured with Qubit fluorometer and bioanalyzed with Agilent 2100 Bioanalyzer to check for cDNA quality. If samples had a good BioAnalyzer profile, they were tagmented with Nextera DNA Library Prep Kit, amplified with adapters and sequenced.

### RNA-seq analysis of time course, embryos, female and male

*S. carpocapsae* genome was indexed with a GTF file via RSEM (version 1.2.25) using the command rsem-prepare-reference (Li and Dewey 2011). Embryo data were downloaded from NCBI GEO datasets according to Macchietto *et al.* (2017) (GSE86381).Unstranded, paired-end 43 bp RNA-seq reads for each worm were mapped using bowtie (version 1.0.0) with the following options: bowtie -X 1500 -a -m 200 -S -p 8–seedlen 25 -n 2 -v 3 (Langmead *et al.* 2009). Gene expression was quantified with RSEM (version 1.2.25) with the command rsem-calculate-expression. For all analyses, gene expression was reported in Transcripts Per Million (TPM).

The TPM generated by rsem-calculate-expression for *S. carpocapsae* samples were normalized according to groups using the R package limma because samples were collected, processed and sequenced in different batches (Ritchie *et al.* 2015). For all RNA-seq analysis genes were kept if reached a minimum of 1TPM for three replicates. For heatmap, gene expression was mean-centered, normalized, and hierarchically clustered with Cluster 3.0 and visualized using Java Treeview (de Hoon *et al.* 2004; Saldanha 2004). Differential gene expression was determined using edgeR (Robinson *et al.* 2010). Genes were considered differentially expressed if the FDR < 0.05 and log2(fold change) > 2. Gene ontology enrichment analyses was calculated using Blast2GO fisher’s exact test and considered statistically significant if FDR < 0.01 (Conesa *et al.* 2005). List of genes used in Blast2GO were differentially expressed according to edgeR or dynamically expressed according to maSigPro. 

### Data availability

This Whole Genome Shotgun project has been deposited at DDBJ/ENA/GenBank under the accession AZBU00000000. The version described in this paper is version AZBU02000000. RNA-seq reads and gene expression tables were submitted to Gene Expression Omnibus (GEO) under the accession number [GSE127823]. Supplemental material available at FigShare: https://doi.org/10.25387/g3.8069438.

## Results

### S. carpocapsae largest scaffold identified as chromosome X

We used PacBio sequencing along with BioNano optical mapping to generate a *S. carpocapsae* genome assembly consisting of 17 scaffolds with a N50 of 7.36 Mb and GC content of 45.7%. Comparison of our genome to the Breton strain from Rougon-Cardoso *et al.* (2016) allowed us to merge our smallest contig of 150 kb with scaffold 7 for a total of 16 scaffolds. *S. carpocapsae* is known to have 5 chromosomes, and the largest scaffold of 20.9 Mb, could correspond to an assembled chromosome (Table S1). We performed Illumina sequencing of the DNA of males and females, being careful to collect females that had not mated to identify scaffolds that would encompass the chromosome X in our new assembly. The largest scaffold displayed a characteristic twofold difference in coverage between females (orange) and males (blue), which we therefore renamed as Chromosome X (Figure 1A). Scaffold 15, which is much smaller (207 kb or 1% of the size of chromosome X) also showed a similar difference in coverage and is likely a small part of the X chromosome. The remaining scaffolds of ≥1 Mb suggest that we have the remaining four chromosomes in 14 pieces at most.

**Figure 1:**
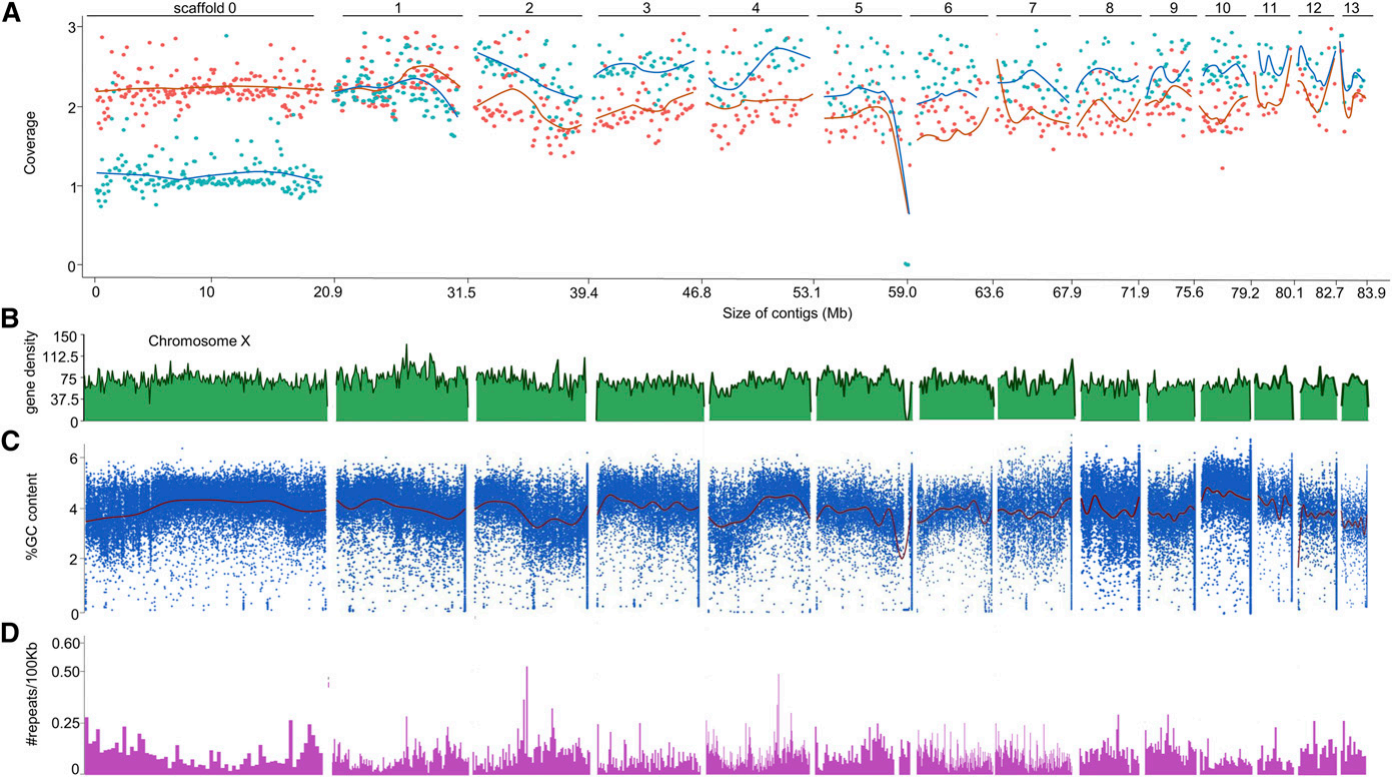
Identifying the X chromosome in *S. carpocapsae*. (A) Illumina sequencing of females (orange) and males (blue) shows coverage in order of longest to shortest for scaffolds >1 Mb, in which scaffold 0 is chromosome X. (B) Gene density calculated for 100 kb intervals. (C) GC content for every 100 kb with a sliding window of 1 kb. (D) Number of repeats per 100 kb.

We used our RNA-seq transcriptomes from published studies (Marissa Macchietto *et al.*, 2017) and this study to reannotate the genes on this new assembly and identified 30,957 genes using Augustus (see methods). We then calculated the gene density along the scaffolds and observed a uniform distribution of genes on chromosome X, which is similar to observations in *Caenorhabditis elegans* and *P. pacificus* (Andersen *et al.*, 2012; Rödelsperger *et al.*, 2017). Gene density varied little along and among all other scaffolds (Figure 1B). Chromosome X has a rich %GC content in its center when compared to its arms. All other scaffolds either have uniform %GC content or show a distinct increase or decrease (Figure 1C). Lastly, we analyzed the repeat content of chromosome X and scaffolds. As expected from other assembled nematode chromosomes, chromosome X repeats are more frequent on the arms than in its central region (Hillier *et al.*, 2007; Rödelsperger *et al.*, 2017; Yin *et al.*, 2018). All other scaffolds that are part of autosomal chromosomes either have uniform repetitive sequences (such as scaffold 3) or scaffolds in which repetitive sequence either decrease or increase (such as scaffolds 2 and 4) (Figure 1D). In summary, we assembled the *S. carpocapsae* genome into 16 scaffolds, 14 of which are greater than 1Mb, including a nearly complete chromosome X that shows similar characteristics to other assembled nematode chromosomes.

### S. carpocapsae chromosome X is primarily syntenic to C. elegans chromosomes II and IV

We performed a macrosyntenic analysis between *S. carpocapsae* and *C. elegans* genomes by identifying the one-to-one orthologs between both species and plotting these genes according to their position in *S. carpocapsae* scaffolds (Figure 2). We found that *S. carpocapsae* chromosome X is primarily homologous to sections of *C. elegans* chromosomes II, X, and IV. *S. carpocapsae* chromosome X has approximately 10 Mb homologous to *C. elegans* chromosome II, 7.5 Mb homologous to *C. elegans* chromosome IV, and 2.5 Mb homologous to *C. elegans* chromosome X. The other scaffolds are largely homologous to only one of the *C. elegans* chromosomes. Scaffolds 1, 9, and 11 are homologous to chromosome I. Scaffold 15 is homologous to chromosome II. Scaffolds 4, 7, 8, 13, and 16 are homologous to chromosome III. Scaffolds 2, 6, 10, and 14 are homologous to chromosome IV. Lastly, scaffolds 3, 5, and 12 are homologous to chromosome X.

**Figure 2:**
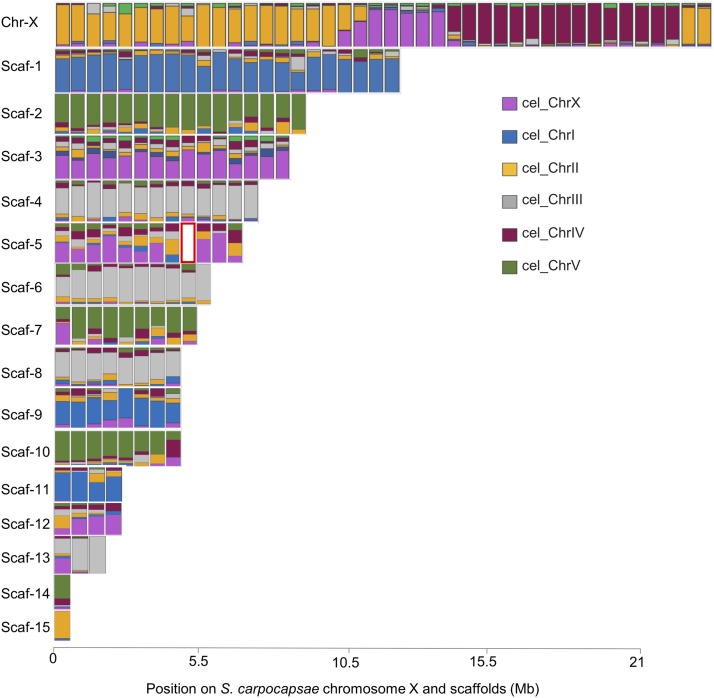
Macrosynteny between *S. carpocapsae* and *C. elegans. C. elegans* one-to-one orthologous genes had their position predicted in the *S. carpocapsae* assembly. Each rectangle represents the fraction of *C. elegans* genes present per 500 kb window in *S. carpocapsae*. Red rectangle indicates no synteny.

Next, we investigated whether *S. carpocapsae* represents the ancestral state by repeating the macrosyntenic analysis with *Pristionchus pacificus* (Figure S2). The *P. pacificus* chromosome configuration has been reported to represent an ancestral state while *C. elegans* and strongylid nematodes represent the derived state (Rödelsperger *et al.*, 2017). *S. carpocapsae* chromosome X is primarily syntenic to *P. pacificus* chromosomes II, X and IV. The other scaffolds are largely homologs to only one of *P. pacificus*’ chromosomes. Scaffold 15 is homologous to chromosome II. Scaffolds 2, 3, 5, 6, 7, 10, 12, and 14 are homologous to chromosome I. Scaffolds 4, 8, and 13 are homologous to chromosome III. Lastly, scaffolds 1, 9 and 11 are homologous to chromosome V. *P. pacificus* chromosomes II, III, IV, X are homologous to the same chromosomes in *C. elegans* (Rödelsperger *et al.*, 2017). However, *P. pacificus* chromosome I is partially homologous to *C. elegans* chromosome V and X. The similar pattern of homologies between chromosome X of *S. carpocapsae* and chromosomes II, X, and V of both *C. elegans* and *P. pacificus* is unsurprising, given that these species’ chromosomes are themselves homologous. *S. carpocapsae* chromosome X configuration is likely similar between *C. elegans* and *P. pacificus* because of the homology between these species for chromosomes II, IV, X. *S. carpocapsae* scaffolds do not share homologous regions with chromosome X of *P. pacificus*. However, several scaffolds are homologous with chromosome I (Figure S2). In summary, *S. carpocapsae* chromosome X is homologous to *C. elegans* and *P. pacificus* chromosomes II, IV, and X. Therefore, *S. carpocapsae* have a derived state and translocation has occurred in the branch leading to the ancestors of *Steinernema*.

### Rapid metalloprotease expansion in S. carpocapsae

A previous study comparing nematode genomes found an expansion of proteases and protease inhibitors in *Steinernema* (Dillman *et al.*, 2015). *S. carpocapsae* in particular had 654 peptidase genes, approximately one-third of them encoding metalloproteases and one-third being serine proteases (Dillman *et al.*, 2015). It was suggested that the potential function of these genes may be to aid in parasitism (Dillman *et al.*, 2015). Further studies on the mechanisms of *S. carpocapsae* infection identified 472 venom proteins that included proteases and protease inhibitors (Lu *et al.*, 2017). Our new genome allows us to investigate potential molecular mechanisms by which these gene families may be expanding. In addition, an improved assembly allows us to determine the location of these genes and these genes are in fact numerous individual unique genes or misassembled genes.

In our assembly, we identified 228 unique metalloprotease genes and 254 serine protease genes. Mapping the genes to their chromosomal locations revealed aggregation of gene clusters (Figure 3A-B). In order to visualize the location of venom genes, we colored them in red. Venomous metalloprotease genes form a cluster on scaffold 7, while venomous serine protein genes cluster on scaffolds 5, 8 and 14 (Figure 3A-3B). The location of these expanded genes suggest that they are evolving by tandem duplications. One-to-one orthologs to *C. elegans* shows that the 228 metalloprotease genes correspond to 90 *C. elegans* gene models and the 284 serine proteases correspond to 50 genes in *C. elegans*. The phylogenetic trees for these gene families inform us about their potential molecular history and sequence similarity. While many of the metalloproteins have orthologs in *C. elegans* with a few duplications, serine proteins seem to have undergone an extensive and rapid expansion in *S. carpocapsae*. Interestingly, there is a small grouping of metalloprotease duplicates that belong to the cluster on chromosome 7; these venomous genes all encode an M14A domain (Figure 2C). Similarly, many of the venomous serine proteases group within what we refer to as the “serine expansion”; these genes encode the S01A domain (Figure 3D).

**Figure 3:**
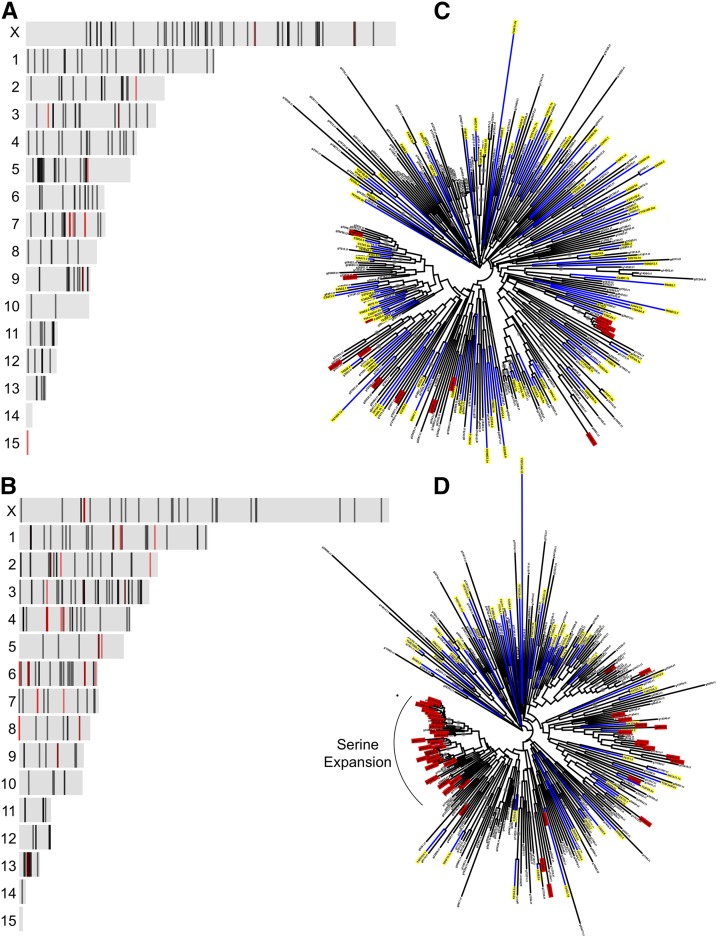
Protease expansion in *S. carpocapsae*. A) Location of metalloprotease genes on *S. carpocapsae* scaffolds. Darker bands represent gene overlap or gene clusters. Red bands represent venom component-encoding genes. B) Location of serine proteases on *S. carpocapsae* scaffolds. Darker bands represent gene overlap or gene clusters. Red bands represent venom component-encoding genes. C) Maximum-likelihood phylogenetic tree of metalloproteases in *S. carpocapsae* and their orthologs in *C. elegans* (highlighted yellow) using a bootstrap support of 100 replicates. Gene names highlighted in red represent genes encoding metalloprotease venom components. D) Maximum-likelihood phylogenetic tree of genes encoding serine protease venom components in *S. carpocapsae* and their orthologs in *C. elegans* (highlighted yellow) using a bootstrap support of 100 replicates. Gene names highlighted in red represent venomous serine protease.

### Gene expression profiling of eleven post-activation developmental stages reveals sex-specific differences

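*S. carpocapsae* is a nematode that parasitizes insects, and its infective juvenile (IJ) is the developmentally arrested stage that enters the host. RNA-seq libraries were made from single nematodes, 3 naive IJs, 3 nematodes at each of 3, 6, 9, 12, 15, 24, 36 and 48 hr of culture, 3 adult females and 3 adult males, for 33 libraries in 11 stages. The sample labels give 64 hr for females and 56 hr for males, while the paper's RNA methods list the adults by sex without an hour. Each library is 1 nematode, so the SD within a stage is a spread between nematodes. The authors mapped the reads with bowtie to 30957 predicted genes, quantified them with RSEM and deposited the values in TPM (the transcript abundance unit of the paper) for genes and for isoforms. TPM keeps no sequencing depth, so the depth of each library is unknown and no counting interval is given. The paper normalized the TPM by groups with limma because of batches. That step was not repeated here, since no library is assigned to a batch in the sources used here, and a batch and a stage cannot be told apart.
Both tables were compared through the sum of each gene's isoforms, with values called equal within 0.06 TPM. The sums equalled the gene values in every gene for 25 of the 30 libraries compared. In 6 hr replicate 1, every gene of the gene table was higher by 0.1 TPM. For 36 hr replicate 3 only 27.0% of genes were equal. Females 2 and 3 of the isoform table held the values of females 1 and 2 of the gene table, so that each table has 1 female library of its own. The 48 hr columns of the isoform table repeat the gene values row by row and then end in 5775 blank rows, and they were not used. The gene table was used throughout unless the isoform table is named.
Genes at 1 TPM or more numbered 18595 ± 1954 (SD, n = 3) in naive IJs and 25150 ± 824 (SD, n = 3) at 3 hr. At 6 hr the libraries had 2796, 16036 and 18694 such genes, and the 10 genes with the highest TPM took 47.7% ± 9.06 (SD, n = 3) of the TPM. The other early libraries, at 3, 9, 12 and 15 hr, had between 20778 and 26099 genes at this level, and the late libraries, from 24 to 48 hr, between 9692 and 15122. Females had 9022 ± 298 (SD, n = 3), and males had 11048, 15585 and 16992. Values were analyzed as log2(TPM + 1) with limma, on genes with at least 1 TPM in at least 3 of the libraries tested. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change above 2 in either direction, which are the paper's thresholds. Fold changes on the log2(TPM + 1) scale understate the change of genes with low TPM.

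**Figure D1:**
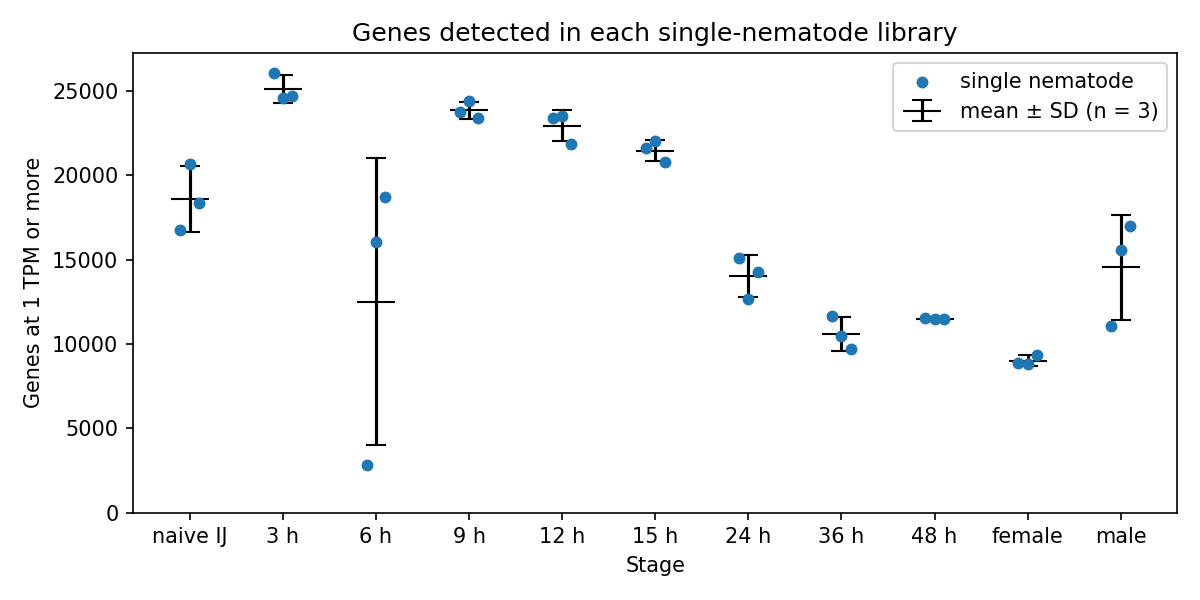
Number of genes at 1 TPM or more (vertical axis) in each of the 33 single-nematode libraries (points), by stage, with the mean and SD of the 3 nematodes of a stage (lines). The 6 hr libraries spread from 2796 to 18694 genes, and all late libraries lie at or below 15122.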

We collected early-IJ activation developmental stages of *S. carpocapsae* at 3, 6, 9, 12, and 15 hr as well as later-IJ post-activation time points that are thought to correspond to Juvenile 4 such as 24 (Juvenile 4), 36, and 48 hr, adult females and males using single-nematode RNA-seq analysis (Strauch *et al.* 2010,Serra *et al.*, 2018). We next compared the expression profiles of 11 embryonic stages from Macchietto *et al.* (2017) (zygote, 2-cells, 4-cells, 8-cells, 24-44-cells, 64-78-cells, comma, 1.fivefold, twofold, threefold, L1) and 11 post-IJ developmental stages. We first generated a heatmap of all 22 developmental stages of all genes expressed with a minimum of 1 Transcript Per Million (TPM), where all the genes in red are upregulated and blue are downregulated (Figure 4A). 

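The 9 late libraries (24, 36 and 48 hr) were compared with the 6 adult and the 15 early libraries (3 to 15 hr) by Pearson's r across 29102 genes, which are not independent replicates. The mean r of a late nematode was 0.708 ± 0.038 (SD, n = 9) with the adults and 0.487 ± 0.070 (SD, n = 9) with the early nematodes. The difference was above 0 in 9 of 9 late nematodes, between 0.142 and 0.378, with a mean of 0.220 (two-sided exact sign-flip permutation test, p = 0.0039, the smallest p that 9 nematodes allow). All 9 were set against the same adult and early libraries. Centering each gene on its mean over the 33 libraries moved the mean difference most, to 0.705. Early nematodes correlated with each other at 0.722 ± 0.108 (SD, n = 15) and with adults at 0.402 ± 0.077 (SD, n = 15). Without the 6 hr libraries, the early nematodes correlated with each other at 0.831 ± 0.024 (SD, n = 12). The r between a female library and the males was 0.557 ± 0.020 (SD, n = 3).
In a limma fit of the 11 stage means, 7456 genes were called between early and late nematodes. Of these, 6627 or 88.9% were lower in late nematodes, and the median log2 fold change of all genes tested was -1.10. Scaling each library by its median ratio over genes above 1 TPM in every library gave 2023 genes higher and 2225 lower, or 52.4% lower. Quantile normalization gave 1962 higher and 1541 lower, or 44.0% lower. It gives every library the same distribution of values, which by construction pushes calls toward balance. Its split therefore does not decide the direction. Of the genes called higher in late nematodes, 254 were also called higher in females than in males and 139 higher in males than in females.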

All eleven embryonic stages and five early post-activation stages have distinct gene expression profiles from three late post-activation stages which has a similar gene expression profile to female and male adults. 

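A sex profile was computed for each nematode over the 4506 genes called between adult females and males. Each gene was centered on the midpoint of the female and male means, and the profile is Pearson's r across these genes with the female mean minus r with the male mean. This centering makes the r with each mean equal and opposite, so the profile does not contrast separate similarities. Positive values lie on the female side, and no test was made because each nematode is 1 library. The adult libraries, which set the means, had profiles between 1.96 and 1.97 in females and between -1.87 and -1.78 in males. The 18 naive IJ and early libraries lay between -0.02 and 0.25. At 24 hr nematode 1 had a profile of -0.42, nematode 2 of 0.77 and nematode 3 of 0.54, all outside the range of the naive IJ and early libraries. Genes called higher in males took 20.2% of the TPM in nematode 1, 7.01% in nematode 2 and 10.4% in nematode 3, against 4.19 to 9.96% in the naive IJ and early libraries. Genes called higher in females took 14.3, 24.4 and 20.5% of the TPM in the same order, against 5.95 to 22.1%.
The sign of these profiles depended on the choices made, but their order did not. In every alternative run nematode 1 had the lowest profile and nematode 2 the highest. With Spearman's rho nematode 1 moved to 0.06, with nematode 3 at 1.04 and nematode 2 at 1.21. Without male replicate 1 nematode 2 moved to -0.11 and nematode 3 to -0.30, with nematode 1 at -0.79. Nematode 3 was also below 0 without male replicate 2, at -0.12, and without male replicate 3, at -0.16. Without a male library, the filter of 3 libraries removes genes found in the remaining males alone from the profile.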

Interestingly, we found that two of the nematodes collected at 24 hr have a transcriptional profile similar to adult females, whereas the third nematode collected at the same hour is more similar to an adult male. Similarly, we found that two of the 36 hr nematodes have a male-like profile and one nematode has a female-like profile. 

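At 36 hr nematode 1 had a sex profile of -1.32, nematode 2 of 1.60 and nematode 3 of 1.38 in the gene table. Genes called higher in males than in females took 44.6% of the TPM in nematode 1, 2.32% in nematode 2 and 3.27% in nematode 3. Genes called higher in females took 19.1, 60.6 and 53.3%. Over the alternatives run on the gene table, nematode 1 stayed between -1.46 and -0.70, nematode 2 between 1.10 and 1.73 and nematode 3 between 0.95 and 1.56. The isoform table holds other values for 36 hr replicate 3. From the isoform sums, a choice made after seeing the data, its profile was -1.09, and it had 33.5% of its TPM in genes called higher in males and 22.2% in genes called higher in females. Nematodes 1 and 2 had profiles of -1.28 and 1.59 from the isoform sums.

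**Figure D2:**
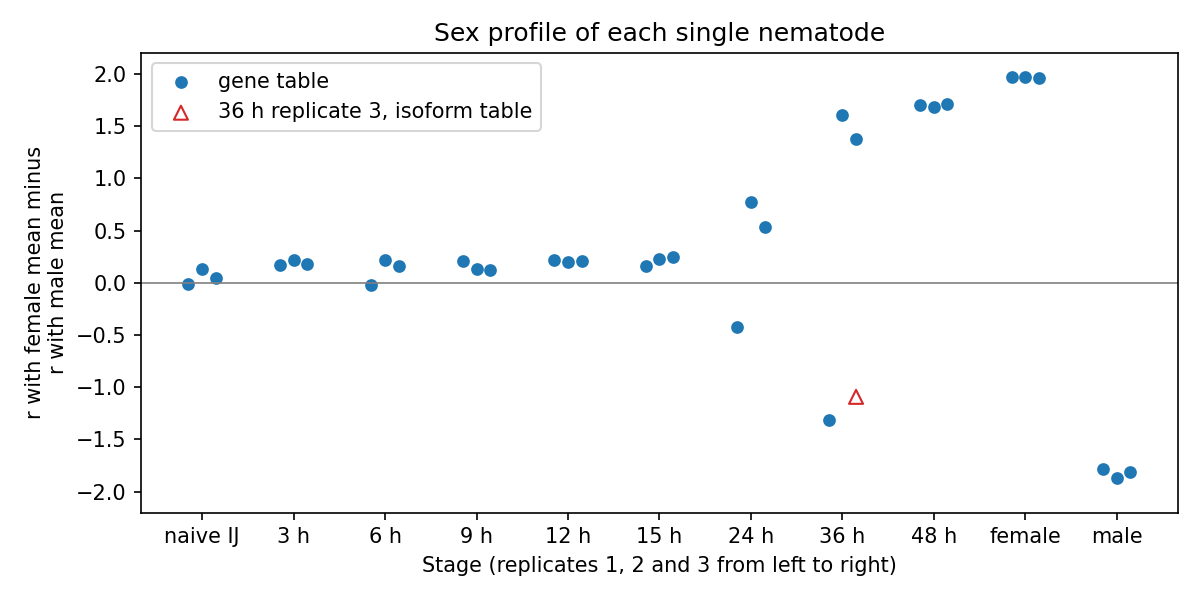
Sex profile (vertical axis, Pearson's r with the female mean minus r with the male mean, no unit) of each single nematode, by stage. Circles are libraries of the gene table and the triangle is 36 hr replicate 3 as the isoform table holds it. The gene table places this nematode at 1.38 and the isoform table at -1.09.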

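At 48 hr the sex profiles of the 3 nematodes were 1.70, 1.68 and 1.71. Over all 3 nematodes and the alternatives run on the gene table, the profiles stayed between 1.14 and 1.78. Genes called higher in females than in males took 65.2% ± 2.36 (SD, n = 3) of the TPM, and genes called higher in males took 3.32% ± 0.81 (SD, n = 3). In adult females, the genes called higher in females took 80.5% ± 0.99 (SD, n = 3).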

At 48 hr all nematodes have a female transcriptome profile, which we assume simply represents our chance of collecting three out of three female samples randomly.

**Figure 4:**
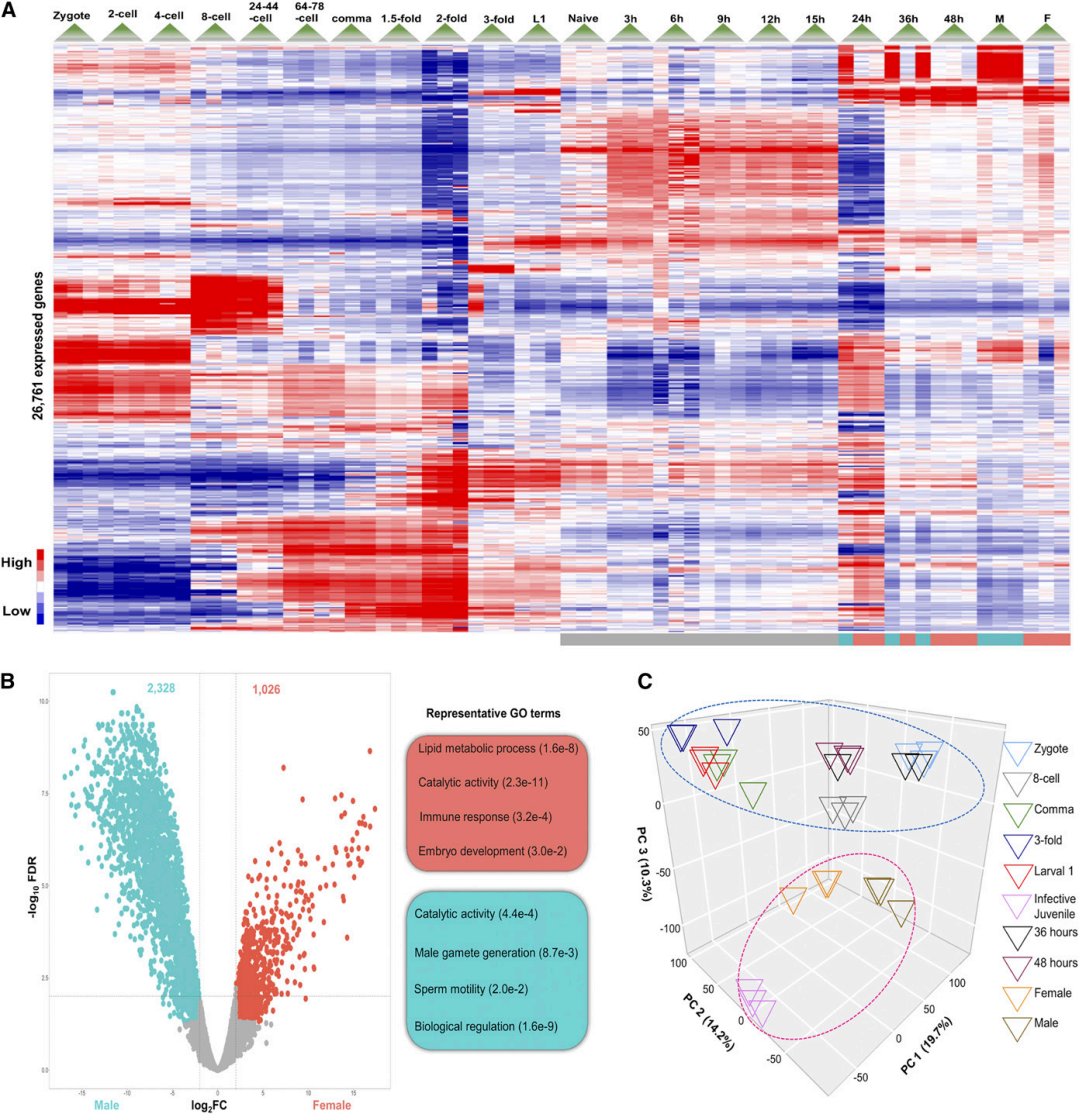
Gene expression profiling of *S. carpocapsae* development in 11 embryonic stages and 11 post-IJ development. (A) Heatmap showing 26,761 genes with minimum of 1 transcript per million (TPM). (B) Volcano plot of 12,461 differentially expressed genes with minimum of 1 TPM, between male (blue) and female (orange) and representative GO terms. (C) Principal Component Analysis of all genes expressed in embryos and during an activation time course. Developmental stages are separated from major life stages (IJ, adults) by PC3.

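Of 30957 genes, 29102 had at least 1 TPM in at least 3 of the 33 libraries of naive IJs, post-activation stages and adults. The embryonic stages were not analysed here. No library reached 1 TPM for 519 genes. With a minimum of 0.1 TPM 30746 genes were kept, and with a minimum of 5 TPM 21282 genes. Asking for 1 TPM in all 3 libraries of at least 1 stage kept 25546 genes. Leaving out each library in turn gave between 28820 and 29101 genes.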

We then conducted a comparative gene expression analysis between adult males and females. We found 2,328 genes downregulated in males and 1,026 upregulated in females (Figure 4B). 

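The 3 female and 3 male libraries were fitted with limma on their own, over 12728 genes with at least 1 TPM in at least 3 of the 6 libraries. In this fit 4043 genes were called higher in males and 463 higher in females, so that 89.7% of the calls were higher in males. An unadjusted p below 0.05 was found for 6694 genes. The groups did not overlap in 6421 of the 12728 genes, against 10% by chance. At 1 TPM or more in all libraries of 1 sex and in no library of the other, there were 2798 genes for males and 137 for females.
The share of calls higher in males depended on how libraries were scaled. The median log2 fold change of all genes tested, female minus male, was -1.54 in TPM as deposited. Scaling each library by its median ratio over genes above 1 TPM in every adult library moved this median to -0.39 and gave 2484 genes higher in males and 1198 higher in females, or 67.5% higher in males. Quantile normalization moved the median to 0.23 and gave 2050 and 1832 genes, or 52.8% higher in males. This near balance is in part imposed, since the method gives all libraries the same distribution. Genes higher in males numbered 4699 without male replicate 1, 909 without male replicate 2 and 900 without male replicate 3. In each case the filter of 3 libraries removes genes found in the remaining 2 males alone. Genes higher in females numbered 268 without female replicate 1 and 303 without female replicate 2.
The files do not pair gene IDs with names. Gene g28734 had 95630 ± 15420 TPM (SD, n = 3) in females and 2.05 ± 2.31 TPM (SD, n = 3) in males, where 1 library listed it at 0, a log2 fold change of 15.25 (SE 0.67, limma adjusted p = 2.2e-06). Gene g28755 had 22560 ± 5379 TPM (SD, n = 3) in females and 0.95 ± 0.31 TPM (SD, n = 3) in males, a log2 fold change of 13.48 (SE 0.49, limma adjusted p = 2.2e-06). Gene g8775 was listed at 0, 0 and 0.28 TPM in females and had 12810 ± 4443 TPM (SD, n = 3) in males, with a log2 fold change of -13.46 (SE 0.52, limma adjusted p = 2.2e-06). Gene g9126 was listed at 0, 0.27 and 0 TPM in females and had 10390 ± 2984 TPM (SD, n = 3) in males, with a log2 fold change of -13.18 (SE 0.51, limma adjusted p = 2.2e-06).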

GO terms for the 2,328 downregulated genes showed strong enrichment for lipid metabolic process (*P* = 1.6x10^−8^), catalytic activity (*P* = 2.3x10^−11^), immune response (*P* = 3.2x10^−4^) and embryo development (*P* = 3.0x10^−2^). In contrast, the 1,026 upregulated genes are related to male gamete generation (*P* = 8.7x10^−3^), sperm motility (*P* = 2.0x10^−2^), biological regulation (*P* = 1.6x10^−9^) and catalytic activity (*P* = 4.4x10^−4^). We generally recovered distinct major GO term categories between female and male except for the category “catalytic activity”, which led us to investigate whether the GO terms for females and males are enriched for distinct enzymes. Such distinct enzymes have been extensively studied in *S. carpocapsae* IJ activation but not in adults (Lu *et al.*, 2017). Male GO terms were enriched for phosphotransferase activity (*P* = 5.93x10^−94^), kinase activity (*P* = 1.14x10^−23^), phosphatase activity (*P* = 5.69x10^−9^) and phosphoric ester hydrolase activity (*P* = 1.38x10^−7^). In contrast, female GO terms are enriched for peptidase activity (*P* = 2.38x10^−6^), serine-type peptidase activity (*P* = 5.22x10^−6^), serine hydrolase activity (*P* = 5.22x10^−6^) and amine-lyase activity (*P* = 8.87x10^−5^). This indicates that females and males express different enzymes at higher levels in adulthood. In a separate analysis, we analyzed the genes from Figure 3B with highest expression in male and highest expression in female (Figure S3A). GO terms for highly expressed genes in females and males confirmed that females’ enzymatic activity is related to hydrolase, peptidase and serine activity while males are enriched for kinase activity, and phosphorous processes (Figure S3B).

We then used a Principal Component Analysis (PCA) to assess how gene expression of embryos, late post-developmental stages and adults varies across stages (Figure 4C). Principal component 1 (PC1) accounts for 19.7% of the variance across stages and PC2 accounts for 14.2%. Interestingly, PC3 (10.3%) separated all stages into two clusters. 

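The 15 libraries of naive IJs, 36 hr, 48 hr, females and males were analyzed with principal components of log2(TPM + 1) over 19085 genes, each centered and not scaled. The embryonic and L1 stages of Figure 4C were not analysed here, so these components are not those of the figure. PC1 held 45.0% of the variance, PC2 32.8% and PC3 8.09%. The mean PC1 score was -160.4 ± 3.6 (SD, n = 3) in naive IJs, 72.8 ± 90.0 (SD, n = 3) at 36 hr, 98.4 ± 7.6 (SD, n = 3) at 48 hr, 143.0 ± 9.3 (SD, n = 3) in females and -153.8 ± 78.6 (SD, n = 3) in males. The 6 libraries of 36 and 48 hr were set against the 9 libraries of naive IJs and adults with a two-sided exact permutation test. The test moved single libraries, although the grouping is set for whole stages, so its p can be too small. This grouping accounted for 25.9% of the variance of PC1, with means of 85.6 ± 58.8 (SD, n = 6) and -57.0 ± 155.2 (SD, n = 9) and an exact p of 0.053. It accounted for 0.205% of PC2, with an exact p of 0.93, and for 1.29% of PC3, with an exact p of 0.69. On PC3 the means were -8.1 ± 67.8 (SD, n = 6) and 5.4 ± 58.4 (SD, n = 9). After Benjamini-Hochberg adjustment over the 3 components, the values were 0.16, 0.93 and 0.93, so no component passed 0.05. With median ratio scaling the component with the smallest p was PC3, where the grouping accounted for 29.1% (exact permutation test, adjusted p = 0.098), and with quantile normalization it was also PC3, at 26.6% (exact permutation test, adjusted p = 0.12). In the other alternatives run it was PC1. Over all of them, the adjusted p of this component lay between 0.078 and 0.42.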

One cluster (blue circle) has all the stages that are developing while the other cluster (pink circle) has all the stages that are fully developed or developmentally arrested (namely infective juveniles (IJs)). GO analysis of PC3 positive values were enriched for catalytic activity, embryo development, testosterone dehydrogenase, female sex differentiation, steroid dehydrogenase, regulation of hormone process and female genitalia development. Meanwhile, PC3 negative values were enriched for kinase activity, ligand-gated ion channel, calcium-release channel activity, nicotinate nucleotide metabolic process, NAD metabolic process and regulation of autophagy (Figure S4). In summary, profiling gene expression in 11 post-activation developmental stages of *S. carpocapsae* shows that starting at 24 hr nematodes are differentiating their gonads and are transcriptionally different from early post-developmental stages. 

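The steps between consecutive stages were tested in the limma fit of all 33 libraries. From 15 to 24 hr 8768 of 29102 genes were called, 2507 higher and 6261 lower at 24 hr, so that 71.4% were lower. Median ratio scaling gave 55.0% lower. Quantile normalization gave 47.5%, though it gives all libraries the same distribution and so pushes calls toward balance. From naive IJ to 3 hr 3254 genes rose and 392 fell, against 1355 and 259 with median ratio scaling, 697 and 606 with quantile normalization and 229 and 171 with a pseudocount of 5. From 3 to 6 hr 71 rose and 5397 fell, against 77 and 2180 with median ratio scaling and 245 and 1349 with quantile normalization. From 6 to 9 hr 4797 rose and 126 fell, against 1876 and 131 with median ratio scaling and 1689 and 347 with quantile normalization. With a pseudocount of 5 these steps had 786 and 1056 calls. Without 6 hr replicate 1, 558 rose and 3199 fell from 3 to 6 hr, and 3046 rose and 1252 fell from 6 to 9 hr. Without 6 hr replicate 2, the counts were 188 and 7495, then 6578 and 241. Without 6 hr replicate 3, they were 135 and 9374, then 7958 and 115. The next steps had 4 calls from 9 to 12 hr and 1 from 12 to 15 hr, with 1282 and 1404 genes at an unadjusted p below 0.05 in limma. With each library left out, these steps had between 2 and 18 and between 0 and 13 calls. From 24 to 36 hr 489 genes rose and 4234 fell. This direction depended on scaling, with 1321 and 1172 genes after median ratio scaling and 982 and 989 after quantile normalization. From 36 to 48 hr 176 rose and 61 fell, while 302 rose and 579 fell with the isoform sums for 36 hr and the gene table for 48 hr. The sex profiles were -1.32, 1.60 and 1.38 at 36 hr, against 1.70, 1.68 and 1.71 at 48 hr. With the isoform sums 36 hr replicate 3 also lies on the male side, at -1.09. Sex and time therefore cannot be told apart from 36 to 48 hr. This step had 107 genes higher and 67 lower without 36 hr replicate 1, 234 and 115 without 36 hr replicate 2, and 103 and 45 without 48 hr replicate 1. The step from 15 to 24 hr had the most calls in 36 of the 37 alternative settings that hold every step. The exception left out 6 hr replicate 3, where 9509 genes were called from 3 to 6 hr. From the expression profiles of the stages, the paper concludes that nematodes differ from the early stages and differentiate their gonads from 24 hr.

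**Figure D3:**
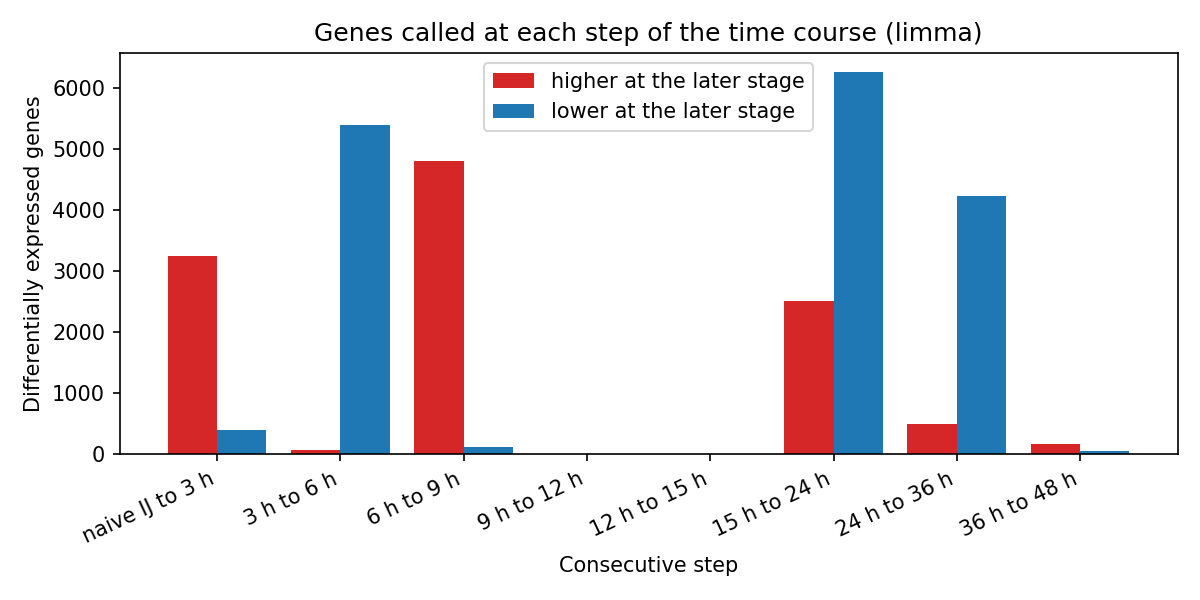
Number of genes called by limma (vertical axis) at each consecutive step of the time course, with genes higher (red) and lower (blue) at the later stage. The step from 15 to 24 hr has 2507 genes higher and 6261 lower, and the steps from 9 to 12 hr and from 12 to 15 hr have 4 and 1 in total.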

We also found that a gene expression comparison between female and male reveals catalytic activity as differentially expressed with females enriched for peptidase and serine activity while males are enriched for phosphatases. Lastly, PCA separated embryos, late post-developmental stages and adults into two clusters based on their developmental activity.

We investigated conservation of the *C. elegans* sex determination pathway in *S. carpocapsae*. We performed an orthology analysis of the genes described in Haag (2005) to identify which sex determination genes are conserved in *S. carpocapsae*, including genes with more than one paralog (Table S2). Out of the 27 *C. elegans* sex determination pathway genes, we found 10 that have one to one orthologs such as *sex-1* and *fox-1*, which are responsible for X dosage counting elements and are female-promoting (Hodgkin *et al.*, 1994). Another seven genes have one to many paralogs such as the case of *sdc-1*, the *her-1* transcriptional repressor, which have three homologs; however, as expected, *sdc-2* and *sdc-3* do not have orthologs in *S. carpocapsae* (Klein and Meyer 1993; Lieb *et al.*, 1996; Nonet and Meyer 1991). Interestingly, *mog-4* and *mog-5*, which are global repressors of *fem-3*, are orthologous to the same five genes in *S. carpocapsae* with the best hit for gene g2524 (Puoti & Kimble 2000). Genes *fbf-1* and *fbf-2*, which are germline translational repressors of *fem-3*, are orthologous to one gene g11152 which suggests that this duplication happened along the *C. elegans* lineage (Zhang *et al.*, 1997). Lastly, *fog-1*, which is a promoter of spermatogenesis, has one orthologous gene, contrary to *fog-3* which has orthologs in multiple nematodes species but not in *S. carpocapsae* (Chen *et al.*, 2000; Jin *et al.*, 2001). In summary, we found 19 out of the 27 genes to *C. elegans* in the sex-determination pathway, which might be the core genes important in the nematode sex determination pathway.

## Discussion

In this study we improved the genome of *S. carpocapsae* ALL strain with PacBio technology and BioNano Iris system and identified chromosome X. The *S. carpocapsae* genome is in 16 scaffolds with an N50 of 7.36 Mb. The sum of the 10 largest scaffolds’ lengths achieves ∼90% of the genome size, while the top 4 scaffolds cover 50% of the genome. In addition, we used stage-specific developmental transcriptomes to re-annotate our new assembly and predicted 30,957 genes, which we used to infer patterns of rearrangements between scaffolds based on macrosyntenic analysis compared to *C. elegans*. This also allowed us to map the expansion of metalloproteases clusters and to identify the set of genes differentially expressed between males and females.

*S. carpocapsae* has four autosomes and one sex chromosome (Curran 1989). Chromosome-level macrosynteny revealed that *S. carpocapsae* chromosome X is orthologous to both *C. elegans* and *P. pacificus* chromosome II and IV. In addition, *S. carpocapsae* chromosome X has a small 3 Mb section orthologous to *P. pacificus* and *C. elegans* chromosome X. The small 3 Mb of *S. carpocapsae* chromosome X section is the only section orthologous to *P. pacificus* chromosome X, while most of the scaffolds are orthologous to *P. pacificus* chromosome I. This small segment of chromosome X orthologous among *S. carpocapsae*, *C. elegans* and *P. pacificus* might represent a Nigon unit, which are proposed to be deeply conserved linkage groups found conserved between nematodes (Tandonnet *et al.*, 2018). A comparison of *A. rhodensis* chromosomes to four *Caenorhabditis* species including *C. elegans* pinpointed these Nigon units, one of which (NX) was found as a sole component of chromosome X or found combined with other Nigon units (Tandonnet *et al.*, 2018). Interestingly, *S. carpocapsae* scaffolds are orthologous to single *C. elegans* chromosomes, which is reminiscent of a macrosynteny analysis in other nematode clades that also found conservation of orthologous chromosomal parts (Fradin *et al.*, 2017). If the last common ancestor among clades had 6 chromosomes, then it is likely that *S. carpocapsae* had a fusion of *C. elegans* chromosomes II and IV, which also occurred in unichromosomal nematode *Diploscapter pachys* in which the order of chromosomes fused were I, X, III, II, IV, and V (Fradin *et al.*, 2017). The conservation of synteny of *S. carpocapsae* to both *C. elegans* and *P. pacificus* highlights the large-scale chromosomal rearrangements in nematode genome evolution. High quality genomes of other *Steinernema* species will allow for comparisons of evolution of parasitism in this genus. Thus, the nematode field would continue to benefit from assembling high quality genomes which would further the study of parasitology.

Differential expression analysis between males and females uncovered an interesting divergence in catalytic activity. Females have high levels of hydrolase activity, serine-peptidase activity, and proteolysis. Similar catalytic activity is found in adult parasitic females (PF) of Strongyloides species (Hunt *et al.*, 2016). Strongyloides species have a free-living generation with gonochoristic females and males, and a parasitic female generation that lives inside the mammalian host (Hunt *et al.*, 2016). Although, in *Steinernema*, there are female sex-bias in emerging IJ populations, little is known about the role of *Steinernema* females in infecting a host populations (Alsaiyah *et al.*, 2009). On the other hand, the catalytic activity for males was enriched for phosphorylation, phosphorous activity and kinase activity. Protein phosphorylation and dephosphorylation regulates protein function with phosphatases important in spermatogenesis and regulation of sperm motility (Cottee *et al.*, 2004; Guillermet-Guibert *et al.*, 2015). Kinases are important in nematode male fertility and a target of drugs to treat human parasites (Guillermet-Guibert *et al.*, 2015; Nolan *et al.*, 2004). The role of females in infecting a host and the molecular biology of reproduction processes in EPNs are largely unexplored. The study of the reproductive and developmental processes in parasitic nematodes will be important because it could lead to better methods for biocontrol and for mammalian parasite control through the disruption or interruption of the reproductive cycle.

In conclusion, we have improved the *S. carpocapsae* genome from 1,578 to 16 scaffolds and identified its X chromosome. A macrosynteny analysis found that chromosome X is orthologous to *C. elegans* and *P. pacificus* chromosomes II and IV. Our results point to a conserved region of chromosome X among the three species. We also found catalytic activity differences between adult females and males. Further analysis will be required to assess the role of female adults in EPN infection and regulatory relationships of male development. Lastly, we believe the improved genome of *S. carpocapsae* will advance the field of comparative nematode genomics and allow for the mining of new insights in the evolution of nematode parasitism.

How the deposited data were processed for this re-analysis (not part of the article)

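Single-nematode RNA-seq libraries of 33 *S. carpocapsae* nematodes in 11 stages, 3 per stage, were analyzed: naive IJs, nematodes at 3, 6, 9, 12, 15, 24, 36 and 48 hr of culture, adult females and adult males. Stages and replicate numbers were taken from the sample labels and the paper.

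The authors mapped unstranded paired reads with bowtie, quantified them with RSEM and deposited TPM per gene and per isoform. The paper then normalized TPM by groups with limma and tested differential expression with a tool for read counts. Neither step was repeated, because read counts were not used here and no library is assigned to a batch in the sources used here. Gene values equalled isoform sums within 0.06 TPM in 25 of the 30 libraries compared. Depth is not kept by TPM, so intervals that need counts are not given and the number of genes at 1 TPM or more per library is given in its place. The 3 columns of 48 hr in the isoform table were not used.

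Values were transformed to log2(TPM + 1) and analyzed in R 4.3.3 with limma 3.58.1, with the eBayes trend and Benjamini-Hochberg adjustment. Genes were kept with at least 1 TPM in at least 3 of the libraries of a fit and called at an adjusted p below 0.05 and a log2 fold change above 2 in either direction. Females and males were fitted on their own 6 libraries. Early against late stages and consecutive steps were fitted on all 33 libraries. Late nematodes were compared with adults and early nematodes by Pearson's r across genes, with a two-sided exact sign-flip permutation test over the 9 late nematodes. Each nematode received a sex profile, which was not tested. Principal components were compared with an exact permutation test. Isoform usage was tested with limma's diffSplice, over isoforms with at least 1 TPM in at least 3 of the 6 adult libraries.

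The genes named in the text are the 2 that the paper names by their ID (g2524 and g11152) and the 2 with the largest log2 fold change in each direction among genes called between the sexes whose libraries do not overlap. The reference table of gene names matched 0 of the 30957 gene IDs, so a planned test of words in product names was not run. Gene ontology annotation and embryonic libraries were not used here.

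The fits were tested on simulated data with 200 changed genes, with noise drawn independently for each gene and library. In the gene fits the changes were large, equal in size, balanced in direction and placed in well expressed genes. For females against males 62% of them were recovered with 5 false calls over 13785 genes, for early against late 98% with 2 false calls over 27895 genes, and for 15 against 24 hr 69% with 4 false calls over 27965 genes. For isoform usage 100% were recovered with 13 false calls over 758 genes. No shift across all genes was simulated, while the real median log2 fold change between the sexes was -1.54. The few false calls therefore do not show how many of the real calls are false.

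The alternatives were pseudocounts of 0.1 and 5, quantile normalization, median ratio scaling, other filters, no fold change threshold, a replicate block, other sets of libraries in the fit and leaving out each library in turn. Added after seeing the data were the isoform sums, with the 48 hr libraries from the gene table, subtracting 0.1 TPM from 6 hr replicate 1, leaving out the 6 hr libraries, and leaving out adult libraries together with a filter of 1 TPM in all libraries of 1 sex or with median ratio scaling.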

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

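The isoform test and its alternatives below were planned, and no test in this part was chosen only after the result was seen. Isoform usage between females and males was tested in the isoform table, which the paper does not report on. Of 849 genes with at least 2 isoforms kept, 105 had a usage difference (limma diffSplice F test, adjusted p below 0.05), and 207 had an unadjusted p below 0.05. Of the 105 genes, 93 were also called between the sexes as genes. Those gene calls came from the gene table, whose females 1 and 2 are females 2 and 3 of the isoform table. Each list thus rests on 1 female that the other lacks. The count depends on single libraries: it was 6 of 408 genes tested without male replicate 2, 9 of 401 without male replicate 3 and 51 of 476 without male replicate 1, and between 53 and 60 without each female library. The number of genes tested does not account for 6 and 9 alone, and the cause was not tested further. The authors' quantification, which divides reads between isoforms, and isoforms with low TPM in 1 sex stay open as technical explanations. With a filter of 5 TPM, 55 of 240 genes had a usage difference. A difference between the sexes also stays open and was not tested apart from these.

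The numbers of genes at 1 TPM or more, the shares of the 10 highest genes and the correlation differences were checked for outlying libraries in 5 groups of late or adult libraries, with Dixon's test, and no library passed it. Groups of 3 libraries were not checked.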

How the results depend on the processing

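Most alternatives were chosen before the data were examined, and those chosen only after the results were seen are the isoform sums, subtracting 0.1 TPM from 6 hr replicate 1, leaving out the 6 hr libraries, and adult libraries left out together with another filter or scaling. Counts of genes called between females and males moved with the choices. Genes called in total fell from 4506 to 2812 with a pseudocount of 5 and were between 1322 and 5109 with each adult library left out. Genes higher in males fell from 4043 to 2466 with a pseudocount of 5, to 2050 with quantile normalization and to 2484 with median ratio scaling, and were between 900 and 4699 with each adult library left out. Genes higher in females rose from 463 to 1832 with quantile normalization and to 1198 with median ratio scaling, and were between 268 and 422 with each adult library left out. Calls shared with TPM as deposited were 2943 of the 3682 under median ratio scaling and 2501 of the 3882 under quantile normalization. Without male replicates 1, 2 and 3 in turn, 9899, 9477 and 9439 genes were tested, against 12728, so the number tested does not account for the differences between these counts. Genes called numbered 5109 without male replicate 1, 1323 without male replicate 2 and 1322 without male replicate 3. Of these 4699, 909 and 900 were higher in males and 410, 414 and 422 higher in females. With a filter of 1 TPM in all libraries of 1 sex, 2818 genes were higher in males without male replicate 2, 2849 without male replicate 3 and 7646 of 8052 called without male replicate 1. With median ratio scaling, 2258 genes were called without male replicate 1 (934 higher in males, 1324 higher in females), 1879 without male replicate 2 (800 and 1079) and 1743 without male replicate 3 (764 and 979). With this scaling and that filter, genes higher in males were 2719, 2560 and 2423 and genes higher in females 1319, 1069 and 973 in the same order. Genes higher in females were 268 without female replicate 1 and 303 without female replicate 2. The causes of the other changes were not tested.

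Genes called between early and late nematodes were 15879 with a pseudocount of 0.1, 2463 with a pseudocount of 5, 3503 with quantile normalization, 4248 with median ratio scaling and 21187 with no fold change threshold, against 7456. They were between 6817 and 8534 with each early or late library left out. Genes called from 15 to 24 hr fell from 8768 to 4052 with a pseudocount of 5 and were between 7695 and 8774 with each library of 15 or 24 hr left out. Leaving out libraries of other stages gave up to 8982, without 6 hr replicate 1. The largest count at any other step was 10649 with a pseudocount of 0.1, 2714 with a pseudocount of 5, 2036 with quantile normalization, 2493 with median ratio scaling and 8437 with no fold change threshold, against 5468. It was between 4833 and 9509 with libraries left out, and 9509 came without 6 hr replicate 3. The direction of the calls depended on scaling from 24 to 36 hr, where 4234 of 4723 genes fell, against 1172 of 2493 with median ratio scaling. From 15 to 24 hr 71.4% fell, against 55.0% with median ratio scaling. With quantile normalization 47.5% fell, but that method pushes calls toward balance by construction. From 36 to 48 hr 61 of 237 fell, against 579 of 881 with the isoform sums for 36 hr and the gene table for 48 hr. The sex profiles of the nematodes differ between 36 and 48 hr, so sex and time cannot be told apart there. The causes were not tested, except that removing the fold change threshold admits more genes by construction.

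The 24 hr sex profiles changed sign for nematode 1 with Spearman's rho, at 0.057, for nematode 2 without male replicate 1, at -0.109, and for nematode 3 without each male library, between -0.302 and -0.117. With adult libraries left out nematode 2 lay between -0.109 and 0.859 and nematode 3 between -0.302 and 0.598. Without a male library, the filter of 3 libraries removes genes found in the remaining males alone. At 24 hr nematode 1 had the lowest profile and nematode 2 the highest in every alternative run. The sign of 36 hr nematode 3 reversed to -1.092 with the isoform sums, because the isoform table holds other values under this name. The signs of the other 36 and 48 hr nematodes held under every alternative run. Movement was set against an SD between nematodes of 1.01, pooled over the 3 time points, which includes the nematodes on either side at 36 hr, so it is a wide limit.

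The difference in correlation stayed above 0 under every alternative run, between 0.186 and 0.705, and between 0.201 and 0.230 with late nematodes left out. The grouping of the principal components was not past its threshold under any alternative run, with 17.9 to 29.1% of a component under other choices and 19.6 to 38.2% with libraries left out. Genes with isoform usage differences fell from 105 to 55 with a filter of 5 TPM and lay between 6 and 60 with libraries left out. The number of genes with 1 TPM in at least 3 adult libraries was 23272 with a minimum of 0.1 TPM and 6611 with 5 TPM, against 12728, and between 9439 and 12412 with libraries left out. Genes g28734, g28755, g8775 and g9126 stayed called wherever they were tested. Without a male library, genes g8775 and g9126 gave no value under the filter of 3 libraries, which removed them.

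Replicate numbers are shared between groups, and females and males of the same number were compared for deviations from their group means. The correlations of the pairs were 0.143, -0.058 and 0.185, so the numbers do not pair the nematodes. With the replicate number as a block, 4859 genes were higher in males and 503 higher in females, 7456 were called between early and late nematodes, 8799 from 15 to 24 hr and 91 for isoform usage. With this block g2524 (adjusted p 0.041) and g11152 (adjusted p 0.047) passed both thresholds. Over the alternatives run, the adjusted p lay between 1.9e-05 and 0.79 for g2524 and between 4.6e-05 and 0.96 for g11152.

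The 10 splits of the 6 adult libraries include 1 with as many calls, the real one, and the other splits gave at most 0 calls. For the 6 libraries of 15 and 24 hr, 1 of 10 splits, the real one, had as many calls, and the others gave at most 11. Chance cannot be excluded at 0.05 by 10 splits. Of 100 splits of the early and late libraries, 1, the real one, had as many calls, and the others gave at most 1708. These splits moved single libraries, while early or late is set for a whole stage. They exclude a random grouping of libraries at 0.05, but not a random grouping of stages. TPM keeps no depth, so what depth limits is unknown. The planned test of words in product names was not run, because no gene ID is paired with a name.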

Differences from the paper's values

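The isoform sums and the settings that leave out adult libraries together with another filter or scaling were chosen only after the results were seen. In the paper's Figure 4B, the paper's 2328 genes stand on the male side and its 1026 on the female side. Here 4043 genes were higher in males and 463 higher in females. For genes higher in males, the alternatives set before the data were examined that come within 1.5 times the paper's 2328 are median ratio scaling (2484), quantile normalization (2050), a pseudocount of 5 (2466), no filter (3327), a filter of 5 TPM (2893) and leaving out female replicate 1 (2772), 2 (2797) or 3 (2895). A pseudocount of 0.1, a filter of 1 TPM in all libraries of 1 sex, a replicate block, no trend, all 33 libraries in the fit, no fold change threshold and leaving out each male library do not. For genes higher in females, median ratio scaling (1198) comes within 1.5 times the paper's 1026, and the other alternatives set before the data were examined do not, with quantile normalization at 1832 and the rest between 268 and 603. Among settings chosen after seeing the values, genes higher in males came within this range with a filter of 1 TPM in all libraries of 1 sex and without female replicate 1 (2833), 2 (2857) or 3 (2981) or male replicate 2 (2818) or 3 (2849). With that filter and median ratio scaling, both counts came within it without male replicate 1 (2719 and 1319), 2 (2560 and 1069) or 3 (2423 and 973). With median ratio scaling alone genes higher in females came within it without male replicate 1 (1324), 2 (1079) or 3 (979). How many of the paper's called genes these settings drop was not counted, because its list of them was not used here.

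The text of the paper gives its 2328 genes as lower in males, the opposite of the side they stand on in its Figure 4B. Read that way, 463 genes were lower in males here, and of the alternatives set before the data were examined only quantile normalization, at 1832, comes within 1.5 times the paper's 2328. The paper's text also gives embryo development among the terms for its 2328 genes. It gives male gamete generation and sperm motility among those for its 1026. If the 1026 genes are read as higher in males, 4043 were here. Of the alternatives set before the data were examined, leaving out male replicate 2 (909) or 3 (900) then comes within 1.5 times the 1026. In both, the filter of 3 libraries removes genes found in the remaining males alone.

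The paper states that 2 nematodes at 36 hr are male-like. In the gene table 1 of the 3 was on the male side, under every alternative set before the data were examined. With the isoform sums, chosen after seeing the values, it was 2, with nematodes 1 and 3 on the male side. In the paper's Figure 4A, the color bar marks the outer 36 hr columns as male and the middle one as female.

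The paper describes PC3 as separating developing stages from arrested or adult ones. Here, without the embryonic stages, the grouping accounted for 1.29% of PC3, with an exact p of 0.69 in a permutation test. With median ratio scaling it accounted for 29.1% of PC3 (adjusted p 0.098) and with quantile normalization for 26.6% (adjusted p 0.12), so it passed 0.05 in neither. Over the alternatives run, the adjusted p of the component with the smallest p lay between 0.078 and 0.42.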

Other observations

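Of the tests below, both tests on 36 hr replicate 3 and the test of scaling at 6 hr were chosen only after the results were seen, and the test of genes by mean TPM, the adult libraries left out with another filter and those left out with median ratio scaling were chosen after related results had been seen.

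More genes were called higher in males than in females. In adult females, genes called higher in females took 80.5% of the TPM, so a candidate explanation is that these genes lower the TPM of all others. In adult males, genes called higher in males took 67.0% ± 8.28 (SD, n = 3) of the TPM. The same could therefore act in both sexes, and only the larger share in females could favor calls in males. After median ratio scaling 67.5% of calls were still higher in males. The filter was applied to TPM as deposited, so it would drop genes that this explanation lowers in females. This share therefore argues only weakly against it as the whole cause. With quantile normalization the share was 52.8%, but that method gives all libraries the same distribution, so the balance is in part imposed. Under median ratio scaling the share fell from 89.7%, so the size of the majority depends on scaling. How much of the majority scaling accounts for stays open. With median ratio scaling and the filter of 3 libraries, the share was 41.4%, 42.6% and 43.8% without male replicates 1, 2 and 3 in turn. Genes found in males alone cannot pass the filter there. With a filter of 1 TPM in all libraries of 1 sex, it was 67.3 to 71.4% in the same settings. There fewer males than females are needed, so genes found in males alone pass more easily. The shares with a male library left out are set in part by the filter, so they decide nothing. A single male library as the cause was tested by leaving out each of them, and at least 68.1% of calls were higher in males in TPM as deposited. A difference between batches, and the sex of the animals, remain open.

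Late nematodes correlated more with adults than with early nematodes. Genes undetected in late and adult libraries alike could raise these correlations. Over the 1463 genes at 1 TPM or more in all 30 early, late and adult libraries the mean difference was 0.260, above 0 in 9 of 9 nematodes (exact sign-flip permutation test, p = 0.0039), which argues against it. A batch named in the labels was found for 0 libraries, so a batch difference cannot be told apart from the stage. Developmental time remains open and untested against it.

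Many genes were called into and out of 6 hr, 5468 from 3 to 6 hr and 4923 from 6 to 9 hr. The library of 6 hr replicate 1, with 2796 genes at 1 TPM or more, is a candidate cause. Without it 3757 and 4298 genes were called, which argues against it as the whole cause, though 558 genes then rose from 3 to 6 hr, against 71, and 1252 fell from 6 to 9 hr, against 126. Without 6 hr replicate 3, 9509 genes were called from 3 to 6 hr and 8073 from 6 to 9 hr. Genes near the detection limit were tested over the 2270 genes at 1 TPM or more in all 9 libraries of 3, 6 and 9 hr, where 1.50% were called, against 18.8% of all genes tested. This choice removes genes that fell, so it decides nothing. Among 9520 genes at a mean of 10 TPM or more over the 33 libraries, 2401 or 25.2% were called. Other stages can carry this mean, so it does not show the TPM at 3 and 6 hr and decides nothing on low TPM there. The other 3067 of the 5468 calls lie at a lower mean, and low TPM stays open for both sets. With a pseudocount of 5, which damps changes at low TPM, 786 genes were called from 3 to 6 hr and 1056 from 6 to 9 hr, so low TPM stays open as the cause of a large part of the calls. The 10 genes with the highest TPM took 47.7% of it at 6 hr. After median ratio scaling 2257 genes were called from 3 to 6 hr and 2007 from 6 to 9 hr, and after quantile normalization 1594 and 2036, so the counts depend on scaling, and those left argue against a few genes taking most of the TPM as the whole cause. Low RNA yield or a batch at 6 hr stays open, as does a change in the nematodes, since no value here tests them.

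The library 36 hr replicate 3 lies on the female side in the gene table (1.38) and on the male side in the isoform table (-1.09). Equal values within 0.06 TPM were found in 27.0% of genes, against all genes in 25 other libraries, which is consistent with different libraries under this name. The column was closest to 36 hr replicate 2 (r = 0.917 across genes) and not to a female, which argues against a female library in its place. The isoform table gives the 2 male-like nematodes at 36 hr that the paper describes, and the gene table gives 1.

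The paper names g2524 and g11152 as orthologs of sex determination genes of *C. elegans*. Gene g2524 had 2.07, 2.43 and 2.01 TPM in females and 2.06, 26.59 and 28.71 TPM in males, a log2 fold change of -2.10, female minus male (SE 0.91, limma adjusted p = 0.089). Gene g11152 had 2.00, 1.85 and 3.09 TPM in females and 1.60, 23.04 and 38.08 TPM in males, a log2 fold change of -2.04 (SE 0.98, limma adjusted p = 0.12). Neither was called. Without male replicate 1 both were called, with log2 fold changes of -3.18 and -3.23. The size depended on scaling. With median ratio scaling the log2 fold changes were -0.82 for g2524 and -0.74 for g11152, and with quantile normalization -0.11 and -0.02. With median ratio scaling and without male replicate 1 they were -1.30 and -1.35. Neither gene was called in these scaled settings. Over the alternatives run the adjusted p of g2524 lay between 1.9e-05 and 0.79 and that of g11152 between 4.6e-05 and 0.96.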
